# Dietary Nitrate Is a Modifier of Vascular Gene Expression in Old Male Mice

**DOI:** 10.1155/2015/658264

**Published:** 2015-03-08

**Authors:** Christos Rammos, Matthias Totzeck, René Deenen, Karl Köhrer, Malte Kelm, Tienush Rassaf, Ulrike B. Hendgen-Cotta

## Abstract

Aging leads to a number of disadvantageous changes in the cardiovascular system. Deterioration of vascular homoeostasis with increase in oxidative stress, chronic low-grade inflammation, and impaired nitric oxide bioavailability results in endothelial dysfunction, increased vascular stiffness, and compromised arterial-ventricular interactions. A chronic dietary supplementation with the micronutrient nitrate has been demonstrated to improve vascular function. Healthy dietary patterns may regulate gene expression profiles. However, the mechanisms are incompletely understood. The changes that occur at the gene expression level and transcriptional profile following a nutritional modification with nitrate have not been elucidated. To determine the changes of the vascular transcriptome, we conducted gene expression microarray experiments on aortas of old mice, which were treated with dietary nitrate. Our results highlight differentially expressed genes overrepresented in gene ontology categories. Molecular interaction and reaction pathways involved in the calcium-signaling pathway and the detoxification system were identified. Our results provide novel insight to an altered gene-expression profile in old mice following nitrate supplementation. This supports the general notion of nutritional approaches to modulate age-related changes of vascular functions and its detrimental consequences.

## 1. Introduction

Aging is considered to be the most important nonmodifiable cardiovascular risk factor, leading to increased cardiovascular morbidity and mortality [1]. It deteriorates vascular integrity and entails a number of disadvantageous structural and functional changes on the arterial system [2]. Structural alterations include increased luminal diameter, vascular wall remodeling with thickened intima and media, and altered extracellular matrix content [2]. Functional changes are characterized by increased aortic stiffness, endothelial dysfunction, and subsequent systolic hypertension. These alterations are regulated by signaling pathways activated by endogenous and exogenous factors [3–5]. On a cellular level, decreased protein synthesis, dysfunctional mitochondria, oxidative stress, impaired antioxidant defense mechanisms, disturbed calcium handling, and increased DNA and protein oxidation have been proposed [6–9]. On the genomic level, we recently identified differences in the transcriptional profile and the genes potentially responsible for the vascular aging process, with emphasis on the detoxification system [10].

Dietary interventions have emerged as novel options, counteracting age-related vascular dysfunction [11–14]. A definite composition of healthy diet is still elusive. Nevertheless, it is known, particularly since the DASH (dietary approaches to stop hypertension) trial, that certain dietary patterns, for example, the so-called Mediterranean diet, positively influence blood pressures and cardiovascular outcome [15–18].

Inorganic nitrate is abundant in our everyday diet and especially in leafy greens. The nutritional aspects of nitrate are intriguing since it represents a source for the endogenous generation of nitrite, nitric oxide (NO), and other reactive nitrogen oxides [19–21]. In experimental studies and first clinical observations, dietary inorganic nitrate interventions have emerged as novel nutrient options modulating cardiovascular functions. This relates to regenerative processes in ischemic tissues, enhancement of endothelial function, and limitation of mitochondrial reactive oxygen species in a cardiomyopathy model [22–24]. We have demonstrated that a chronic nitrate supplementation improves vascular stiffness and reduces systolic blood pressures and the level of proinflammatory cytokines in elderly volunteers [25, 26]. However, to comprehend the beneficial effects of a nitrate rich diet on the vasculature the underlying cellular and molecular changes have to be characterized.

Nitrate-derived nitrite and NO exert beneficial effects through second messengers, posttranslational modifications, and regulation of gene expression [27–29]. The genes potentially affected by a nitrate rich diet counteracting the vascular aging process have not been identified so far. We therefore set out to compare the transcriptional profile in aged aortas of old nitrate-treated mice with age-related endothelial dysfunction applying a high-throughput genomic screening approach. Using microarray analyses, identification of genes, and expression differences was simultaneously accomplished. Our study discloses alterations in gene expression following a dietary nitrate supplementation in the aged vascular system.

## 2. Material and Methods

### 2.1. Animals

Male C57BL/6 mice were obtained from Janvier (Saint Berthevin, France) and kept one week in the local animal house for acclimatization. Old (20 months) mice were housed in controlled temperature and light conditions with feeding (V1534-000, Sniff, Soest, Germany) and watering* ad libitum*. A group of old mice received 1 g/L sodium-nitrate (NaNO_3_, ~150 *μ*moles according to the measured daily drinking water consumption) in their drinking water for 8 weeks, as described previously [23, 26]. An equal concentration of sodium chloride served as control. For aortic vasoreactivity studies young (6 months) mice served as controls. For the gene-expression experiments different mice from the same supplier were used. The care and all experiments were performed according to the animal welfare regulations of the German local authorities conforming to NIH Guidelines.

### 2.2. Aortic Vascular Reactivity

*Ex vivo* endothelial functions were assessed using an aortic ring bioassay, as described [28, 30]. Briefly, three 2-3-mm wide aortic rings were prepared from each mouse, perivascular fat was removed and aortas were suspended in an organ bath containing 10 mL modified Krebs-Henseleit buffer and connected to an isometric force transducer (EMKA Technologies, Paris, France). Organ chambers were aerated continuously with 95% O_2_ and 5% CO_2_ to achieve pH of 7.4. Isometric tension was recorded continuously. The vascular rings with intact endothelium and similar dimensions equilibrated to a resting tension of 1.0 g. All rings were preconstricted with KCl (40 mM) and, after washout, phenylephrine (10 *μ*M). Endothelium function was measured as the relaxation response to acetylcholine (from 10^−9^ to 10^−4^ M). Endothelium-independent relaxation was determined as the response to sodium nitroprusside (from 10^−9^ to 10^−2 ^M).

### 2.3. Chemicals

All reagents were obtained from Sigma-Aldrich (Taufkirchen, Germany) unless indicated otherwise.

### 2.4. RNA Preparation and Microarray Assays

RNA preparation and microarray assays were conducted as described previously [10]. Briefly, the descending aorta of each mouse was used. The vessel was flushed thoroughly with ice-cold PBS, through the left ventricle of the heart, cleaned of periadventitial fat and connective tissues, snap-frozen in liquid nitrogen, and stored at −80°C. Extraction of total RNA from the tissue was performed (Qiagen RNeasy Mini Kit, Qiagen, Hilden, Germany). Removal of residual genomic DNA was achieved by treatment with DNase I. Total RNA preparations were checked for RNA integrity (Agilent 2100 Bioanalyzer, Agilent Technologies, Palo Alto, CA). All samples showed common high quality RNA Integrity Numbers (RIN 9.0–9.6) and RNA was quantified by photometric Nanodrop measurement.

Synthesis of cDNA and subsequent fluorescent labeling of cRNA was done on six replicates of each group (old and old nitrate treated mice) according to the manufacturers protocol (One-Color Microarray-Based Gene Expression Analysis/Low Input Quick Amp Labeling; Agilent Technologies, Palo Alto, CA). Briefly, 100 ng of total RNA was converted to cDNA, followed by* in vitro* transcription and incorporation of Cy3-CTP into nascent cRNA. After fragmentation labeled cRNA was hybridized to Agilent SurePrint G3 Mouse GE 8x60K Microarrays for 17 h at 65°C. Quality control parameters of cRNA labeling and hybridization performance were found within the manufacturers specifications. Arrays were scanned as described by the manufacturer. Signal intensities on 20 bit tiff images were calculated by Feature Extraction software (FE, Vers. 10.7.1.1; Agilent Technologies, Palo Alto, CA).

GeneSpring GX software was used to analyze data (Vers. 12.5; Agilent Technologies, Palo Alto, CA). Probe signal intensities were quantile normalized across all samples to reduce interarray variability [31]. Input data preprocessing was concluded by baseline transformation to the median of all samples. Biological replicates were grouped according to their respective experimental condition. A given transcript had to be expressed above background (“detected” by GeneSpring GX) in at least five of six replicates in any one of two, or both conditions to be additional analyzed in pairwise comparisons of conditions. 

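Between pairs of the 11 arrays, the Pearson correlation of quantile normalized log2 signals across probes lay between 0.982 and 0.995, with a median of 0.991. The array of control 1 had the lowest mean correlation with the others, at 0.985. On the first principal component, which held 24.5% of the variance, that array lay at -49.6 and the other arrays between -16.2 and 23.2. The second component held 20.2%, and the 4 arrays of slide 3 had its lowest values, between -28.3 and -14.3. Without control 1, 1596 transcripts were differentially expressed, against 2128 with all arrays. Without nitrate treated mouse 2 the number was similar, at 1619. All 11 arrays were kept.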

Hierarchical clustering of gene expression patterns identified no obvious outlier samples. Differential gene expression was determined statistically by a moderated *t*-test with genes showing *P* < 0.05 considered to be significantly differentially expressed [32].

The microarray data set as been deposited in the NCBI Gene Expression Omnibus (GEO) public database in compliance with MIAME (Minimum Information About a Microarray Experiment) guidelines (GEO series accession number GSE66572).

### 2.5. Functional Analysis by Gene Ontology and Gene Pathways

GeneSpring GX and Database for Annotation, Visualization, and Integrated Discovery (DAVID Bioinformatics database) was used to identify functional related categories of genes.

Differentially expressed genes (*P* < 0.05) with an additional fold change > 1.2 were considered relevant and were imported into DAVID Bioinformatics database [33, 34]. The DAVID software analysed significant enrichment of differentially expressed genes within gene ontology (GO) terms and additionally involves assessment of advanced pathway analysis [35, 36]. The background was chosen from the probes represented on the Agilent 8x60K mouse array, which were detected on either one of the three conditions to determine nitrate-associated genes in the aortic tissue. A modified Fisher's exact test assessed the significance of the association between the observed data and the data in the GO and canonical pathway. Each identified pathway was assigned a significance score, defined by the number of differentially regulated focus genes in the data set. This score was the negative logarithm of the *P* value, indicative of the likelihood that genes are found in a pathway randomly.

### 2.6. Statistical Analysis

The results of endothelial functions are presented as mean ± SEM. Data were analyzed by 1-way ANOVA and posthoc Bonferroni multiple comparison correction (for all pairwise tests) with GraphPad Prism 5 (GraphPad, California) software to compare differences between groups. A *P* value of <0.05 was considered significant. Agilent microarray probe sets were analyzed as described above.

## 3. Results and Discussion

### 3.1. Dietary Nitrate Reverses Age-Related Endothelial Dysfunction

We studied old C57BL/6 mice and characterized age-related endothelial functions and the reversal through dietary nitrate. Using our model of aged mice, we were able to demonstrate an age-related vascular phenotype and associated alterations in vascular gene expression pattern [10]. Endothelial dysfunction is an important change that occurs in aged vessels, within increased cardiovascular risk and declining with advancing age [37, 38]. Decreases in endothelium-dependent dilator responses are believed to be a result of alterations in NO bioavailability, activity of the endothelial NO synthase, and increased formation of reactive oxygen species (ROS) and gene expression. We here show that aged mice have attenuated endothelial function as determined in isolated aortic bioassay studies compared to young mice (max vasodilator response to acetylcholine (ACh) young 76.6 ± 3.0% versus old 60.7 ± 2.1%, *P* = 0.003, Figures 1(a) and 1(b)). Importantly, following a chronic dietary nitrate supplementation a reversal of endothelial dysfunction was observed (max. vasodilator response to ACh old nitrate 60.7 ± 2.1% versus 74.1 ± 4.1%, *P* = 0.018, Figures 1(a) and 1(b)). No effect was observed for endothelium-independent function in young, old and old nitrate treated mice (Figure 1(c)). Our results are in line with previous findings showing decreased age-related endothelial functions and improvements through nitrate supplementation in elderly humans [25]. We have previously shown that a chronic nitrate supplementation regimen affects plasma nitrite and nitrate levels [23]. Although this dosage is relatively high as compared to what can be ingested from a diet, it yields the equivalent effect a diet rich in vegetables exerts in humans [25, 26]. In mice, a diet rich in nitrite led to a decrease in inflammatory cytokines, suggesting an enhancement in NO bioavailability through inhibition of inflammation and inactivation of ROS [11].

### 3.2. Microarrays, Gene Ontology, and Pathway Analysis

Dietary interventions are known to influence cardiovascular functions and impact gene expression patterns [39–42]. 

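Gene expression was measured in the aorta of 20-month-old male mice after 8 weeks with 1 g/L sodium nitrate in the drinking water, or, as the paper states, with an equal concentration of sodium chloride. The sample labels call the control arrays a re-analysis of earlier samples and do not name sodium chloride, so the labels do not show that these controls were kept and treated together with the nitrate treated mice. Each mouse was measured on 1 one-color Agilent mouse array, on which Cy3-labeled RNA binds to spots of short DNA probes. Files of 11 arrays were analysed, 5 from old nitrate treated mice and 6 from old controls, each array from a separate mouse. The paper states 6 replicates per group, and a further nitrate array was not analysed here. The authors deposited the scanned spot intensities made by Feature Extraction, which subtracts the local background from each spot. From these, the processed signal was put on the log2 scale, spots flagged as outliers were left out, spots of 1 probe were averaged and the 11 arrays were quantile normalized. At most 186 of the 59305 spots of an array were flagged, and no spot was saturated. The 75th percentile of the signal lay between 213 and 282 in controls, with a median of 249, and between 216 and 289 in nitrate treated mice, also with a median of 249. The arrays lay on 3 slides, each of which held both groups. All 6 control arrays lay in column 3 of their slides and no nitrate array did, so the column on the slide cannot be told apart from the treatment. Groups were compared with limma's moderated test, and with exact permutation tests over all 462 ways to divide the 11 mice. The number of arrays limits the precision of every value.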

To explore the genes that underlie and are responsible for the beneficial effects of nitrate supplementation in aged mice we performed gene expression microarray experiments on whole thoracic aortas of old and old nitrate treated mice. Microarrays allow the simultaneous quantification of gene expression differences, obtaining insights in health and disease [43]. Aging as well as dietary interventions lead to subtle changes of the transcriptional profile and accordingly, we choose a statistical significance in differential gene expression with a *P*-value set to <0.05, not performing control for false discovery rate or family-wise error rate, as previously reported [10, 40, 44, 45].

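After Benjamini-Hochberg adjustment over the 23632 detected transcripts, 3 had an adjusted P value under 0.05 in limma's moderated test, against 3396 before adjustment. These were Tmem106c, which fell by 0.47 on the log2 scale, Mapt, which fell by 0.67, and Enpp1, which rose by 0.71. The adjusted P value was 0.0453 for each of them. Each value is that of a single probe, and they were singled out after their values were seen. Other detected probes of Mapt and Enpp1 had adjusted P values above 0.05. At an adjusted P value under 0.20, 593 transcripts passed. The count of 3 fell to 0 with the 75th percentile scaling and rose to 8 with a trended, robust prior variance. With each mouse left out in turn it lay between 0 and 8.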

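The arrays held 55681 probes other than control probes. A probe was counted as detected where its spot was found and well above background on at least 5 arrays of either group, which left 23632 transcripts. Single controls had between 24760 and 28655 detected probes, with a median of 25454.5, and single nitrate treated mice between 24864 and 26904, with a median of 25130. With a limit of 4 of the 5 nitrate arrays, 24765 transcripts were detected, and 19159 were detected on all 11 arrays.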

Overall probe sets on the chip before filtering were 55682 and after exclusion of undetectable transcripts 26621 expressed transcripts were found. About 2900 transcripts were expressed differentially in aortic tissue of old and old nitrate treated mice, with totally 1565 upregulated and 1335 downregulated transcripts (Figure 2), which correspond to 2231 genes. 

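Among the 23632 detected transcripts, 2128 had an unadjusted P value under 0.05 in limma's moderated test and a fold change above 1.2, of which 982 were higher and 1146 lower in nitrate treated mice. They carried 1926 distinct names, of which 1284 are gene symbols in a RefSeq table of assembly GRCm38, while the others include genomic intervals, transcript identifiers and older symbols. The median fold change of the 2128 was 1.30. Without the limit on the fold change, 3396 transcripts had a P value under 0.05, where 1182 are expected by chance alone. In 650 transcripts (2.75%) every nitrate treated mouse lay on the same side of every control, against 0.433% expected by chance. Both expected numbers are averages, and variation shared between probes widens the spread around them. Among 100 divisions of the mice, the real one included, 4 gave at least 2128 differentially expressed transcripts. Apart from the limit on the fold change, the number of differentially expressed transcripts fell most under normexp background correction with an offset of 50, to 1216. It rose most without a detection filter, to 3225.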

Since the absolute numbers in gene expression differences do not provide explanations and comprehension of changes that occur through a dietary modification in aged mice, we performed GO and pathway analysis to gain insight into the transcriptional changes following nitrate supplementation.

Pathway analysis was performed through DAVID Bioinformatics database to identify the biological processes associated to differential regulation in old nitrate treated mice. DAVIDs functional annotations tool identifies enriched GO annotations categorized in biological processes, molecular functions and cellular components, with highest GO terms displayed in Table 1.

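No ontology annotation was used here, so short gene lists written by hand before the data were examined, with Tables 1 to 3 already known, stand in for the terms. Each list was summarized by 1 probe per detected gene. The mean of 30 adipocyte genes, none of which is in Table 2 or 3, was -0.45 on the log2 scale in nitrate treated mice relative to controls, and 29 of them were lower (exact permutation test, two-sided, p = 0.0152). Adipoq fell by 0.49. The mean of 22 brown adipocyte genes was -0.15, a difference within the spread between mice (exact permutation test, p = 0.494). In this list Cidea fell by 0.52, and Ucp1 changed by 0.23 with a standard error of 0.38. For rhythmic processes, 12 of 17 detected clock genes passed the thresholds of the paper, against 1.51 expected from the share of all detected names. Their mean rose by 0.27 (exact permutation test, p = 0.0173), with Dbp up by 1.22, Per2 up by 0.95 and Arntl down, at -1.24. The mean of 45 extracellular matrix genes rose by 0.12 (exact permutation test, p = 0.149). With Benjamini-Hochberg adjustment over the 14 lists, the smallest permutation P value was 0.0606. The camera set test with a preset correlation called 7 of the 14 lists after adjustment. At an unadjusted P value under 0.05, fry called only the adipocyte and clock lists and camera with an estimated correlation only the adipocyte list. At the same unadjusted limit, camera with the preset correlation no longer called the brown adipocyte list without control 1 or without nitrate treated mouse 1, 2 or 3.

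**Figure D1:**
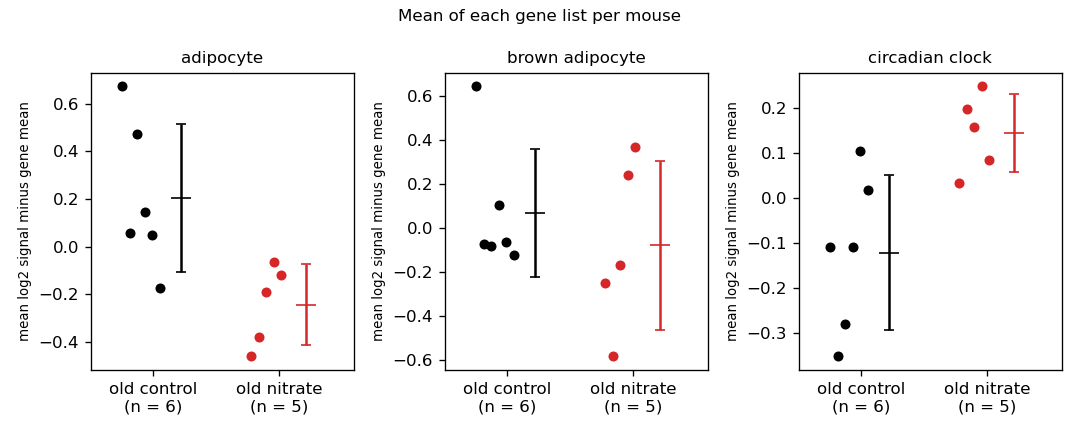
Mean log2 signal of 3 gene lists in each mouse, relative to each gene's mean over the 11 mice. Points are single mice, and the bars beside them give the mean and SD of 6 old controls and 5 old nitrate treated mice. The vertical axes differ between panels. The 5 nitrate treated mice lie between -0.46 and -0.07 for the adipocyte list, and 1 control lies at 0.64 for the brown adipocyte list.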

To determine the targets altered by a dietary nitrate supplementation in old mice we conducted DAVID's pathway analysis [33, 46]. The highest enriched databases of pathways that were in our study were KEGG, Panther, and Biocarta.  Figure 3 depicts overrepresented pathways in aortas of old nitrate treated mice with the corresponding gene count. One of the highest enriched pathways was “calcium signaling” in the KEGG database and the “calcium/calmodulin dependent protein kinase activation” in Biocarta (Figure 3).

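A hand-written list of 178 calcium signaling genes had 120 detected members, of which 22 passed the thresholds of the paper, 11 in each direction, against 10.6 expected from all 18293 detected names (one-sided Fisher's exact test, p = 0.000795). With only the 12222 names that are gene symbols or list members as the background, 10.8 were expected (one-sided Fisher's exact test, p = 0.00100). The list was written with Table 2 known, and 27 of the 120 genes are in Table 2 or 3. Without genes whose symbols are in these tables, 2 of the remaining 93 passed, against 8.09 expected (one-sided Fisher's exact test, p = 0.998). Cacna1s, which Table 2 describes beside the symbol Ppapdc2, is among these 2. Neither number is an independent test of the enrichment, since genes of Table 2 were chosen on these mice and leaving them out removes called genes.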

The calcium signaling pathways were followed by pathways related to neurological and brain function “neuroactive ligand-receptor interaction,” “Alzheimer disease,” and “GABA-B receptor II signaling.” This might be of particular interest given a potentially impaired NO bioavailability in neurological diseases like Alzheimer's disease [47, 48]. The possible link gained from our study is of importance since dietary nitrate was shown to improve regional brain perfusion in older adults and to improve reaction time in diabetic patients [49, 50]. NO signaling was additionally linked to neuroprotective signaling pathways and to promote survival and inhibit apoptotic cell death in neuronal cell types [51]. On the contrary, a recent study showed no effects on cognitive performance in older adults after short-term beetroot juice ingestion [52]. However, since we used a chronic supplementation regimen in mice a direct conclusion remains unfeasible.

### 3.3. Calcium Signaling Pathway

Aging leads to alterations of vascular gene expression which ultimately lead to increased vascular tone perpetuating arterial stiffness and hypertension. Increased age-related stiffness has been demonstrated to be an independent predictor of CVD events [53]. Comparing old and old nitrate treated mice we found KEGGs “calcium signaling” and Biocartas “calcium/calmodulin dependent protein kinase activation” to be the highest enriched pathways in old mice following nitrate supplementation. 

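Calcium signaling genes moved in both directions. Over the 120 detected genes of the list, the mean difference between nitrate treated and control mice was 0.01 on the log2 scale and the median was 0.02, with 67 genes higher. The mean did not differ between the groups (exact permutation test, two-sided, p = 0.602). The paper relates the enrichment of these pathways to the part that calcium homeostasis plays in maintaining the vascular tone.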

Calcium signaling is fundamental to vascular functions and the vascular tone is maintained by a highly regulated calcium homeostasis. In smooth muscle cells calcium is the main trigger for the action potential, calcium-dependent phosphorylation of the myosin light chain leads to an increase in muscle cell tone and the changes in intracellular calcium parallel the changes in contractile forces. We and others have recently shown that a dietary nitrate supplementation reduces arterial stiffness and blood pressure in older adults and healthy volunteers [25, 54, 55]. While acute effects are exerted by nitrate to nitrite bioconversion and subsequent reduction to NO, the long-term effects are incompletely understood. NO is known to modulate calcium signaling in the cardiovascular system, regulating important calcium handling proteins, for example, SERCA (sarcoplamatic reticulum calcium pump), ryanodine receptor, and L-Type calcium hannel, which are responsible for smooth muscle cell relaxation [56–58]. Recently, it was shown that ingestion of nitrate over 7 days increased sarcoplasmatic reticulum calcium release and tetanic contractile force production via alterations in cellular calcium handling with altered calcium handling protein expressions in nitrate treated mice [59]. 

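With the brightest detected probe of each gene, or its only probe where none was detected, 27 of 30 genes of the calcium pathway in Table 2 had an unadjusted P value under 0.05 in limma's moderated test and went in the direction of the table. In 7 of them every nitrate treated mouse lay on the same side of every control. Among these were Adcy7 (probe on chromosome 8 of mm9, 90853657 to 90853716), at 11.38 ± 0.12 (SD, n = 5) in nitrate treated mice against 10.87 ± 0.22 (SD, n = 6) in controls, F2r, which rose by 0.38 on the log2 scale, and Plcd1, which rose by 0.32 (each p = 0.00216 in a two-sided exact permutation test). Itpr2 fell by 0.40 (exact permutation test, p = 0.00216). None passed an adjusted P value of 0.05 over all detected transcripts in limma's test, and the smallest was 0.101. Adjusted over the list alone, 27 passed, which is not independent evidence since the genes were chosen on these samples. Ednrb and Oxtr, both called by limma, had P values of 0.0563 and 0.0606 in the exact permutation test. For 13 genes the array holds more than 1 probe. The brightest detected probes of Ppp3cc and P2rx3 did not differ between the groups, while another probe of each did. Nor did that of Cacna1d. Among called genes, other detected probes of Ptk2b (a difference of -0.04), Plcb4, Ednrb and Phka2 had unadjusted limma P values above 0.05. Those of Adrb3, Atp2b2, Calm2 and Ptger3 had values below 0.05. Gna14 and Ptger1, both among the 27, had no probe that passed the detection rule, and the Gna14 probe was well above background in 4 nitrate treated mice and 2 controls. With the mean of the adipocyte list as a covariate, 11 of the 30 genes were called. This covariate has a correlation of -0.69 with the treatment, and a covariate so correlated removes calls by itself. Of the called genes of Tables 2 and 3 with a detected probe, it left 5 of 28 that fell and 6 of 20 that rose, where 100 random covariates with the same correlation left a median of 14 and 13.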

We now identified *n* = 30 differentially expressed genes related to calcium pathway in old versus old nitrate treated mice (Table 2 and Figure 4). 

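Ryr2 had a log2 signal of 8.05 ± 0.23 (SD, n = 5) in nitrate treated mice and 7.58 ± 0.25 (SD, n = 6) in controls (exact permutation test, two-sided, p = 0.00649). Camk2g rose by 0.35 on the log2 scale, Calm2 by 0.21 and Camk4 by 0.46. Itpr3 rose by 0.21, while Itpka fell by 0.44. The 2 probes of Cacna1d went in opposite directions. The detected one had a difference of -0.21, within the spread between mice (exact permutation test, p = 0.740). The other was well above background on all arrays but failed the rule that the spot be found. It was 0.45 higher (exact permutation test, p = 0.0152). The probe named Ppapdc2 lies on chromosome 19 of mm9, from 29040979 to 29041038, and fell by 0.34 (exact permutation test, p = 0.00866). The files name 2 probes Cacna1s, the L-type channel subunit that Table 2 describes beside Ppapdc2, both on chromosome 1. The detected one fell by 0.57 (exact permutation test, p = 0.0390), with 2 of 5 nitrate treated mice well above background. The other, with 0 of 5 nitrate treated mice and 2 of 6 controls above it, was not detected and had a difference of -0.45, within the spread between mice (exact permutation test, p = 0.351).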

Major players of the cellular calcium handling process were found, namely the L-type calcium channel (Cacna1d and Ppapdc2), the sarcoplasmatic calcium release channel (Ryanodine Receptor 2, Ryr2), the calcium/calmodulin-dependent protein kinase type II (Calm2, Camk2g, Camk4), and the inositol triphosphate receptor (Itpr2, Itpr3, Itpka; for detailed regulation and fold change expression difference refer to Table 2).

### 3.4. Detoxification, Antioxidation, and Free Radical Removal

The vascular aging process is characterized by increased oxidative stress and impaired antioxidant defense mechanisms [6, 60]. We have recently shown a distinctive transcriptomic profile with altered expression patterns in the old aorta with emphasis on the detoxification system [10]. Oxidative stress progresses due to excessive generation of ROS, to reduced antioxidant capacity or due to uncoupled nitric oxide synthase, amongst others. We have demonstrated that nitrite-derived NO impacts ROS generation and additionally reduces protein damage in myocardial ischemia/reperfusion injury [30, 61]. It was evidenced that NO regulates cardiovascular cell signaling and modulates cellular energetics [62, 63]. While in the acute setting nitrite is reduced by nitrite reductases and exerts vascular effects, the consequences of a long-term administration are unclear [64–66]. Recently, decreased inflammatory cytokines, inhibition of inflammation and inactivation of ROS following a nitrite rich diet in mice and healthy volunteers with subsequent improved age-related vascular functions were observed [11, 26, 67]. 

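Of 28 genes associated with detoxification, antioxidation and free radical removal, 25 had an unadjusted P value under 0.05 in limma's moderated test in the direction that the paper gives, 1 of them (Asna1) by a probe outside the detection rule. Gpx3 had the smallest P value, at 12.84 ± 0.22 (SD, n = 5) in nitrate treated mice and 13.44 ± 0.12 (SD, n = 6) in controls, with no overlap between the groups (exact permutation test, p = 0.00216). Its probe lies on chromosome 11 of mm9, from 54723436 to 54723495. In 9 of the 28 genes the groups did not overlap. After adjustment over all detected transcripts none passed 0.05, and the smallest adjusted P value in limma's test was 0.0877. Adjusted over the list alone, 23 passed, on the samples from which the genes were chosen. The brightest detected probes of Gstm4, Pnkd and Txnl4a were not called, while another probe of each was. For Gstm4 that other probe was outside the detection rule. With the mean of the adipocyte list as a covariate, 2 of the 28 genes were called, part of which loss random covariates as correlated with the treatment also gave over both tables.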

We now determined the enriched genes in aortas of old nitrate treated mice associated with the biological process of detoxification, antioxidation, and free radical removal as defined by Panther GO terms (Table 3). Most of the genes altered by nitrate in the old aorta were related to glutathione metabolism, the major antioxidant system. 

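By their descriptions, 11 of the 28 genes of Table 3 are glutathione enzymes, and 10 of these had an unadjusted P value under 0.05 in the direction of the table. Gsta3 had the largest fold change, with a difference of -0.95 on the log2 scale. The tests differ for it, since limma's unadjusted P value was 0.0473 and the two-sided exact permutation test gave p = 0.0931. Its other detected probe fell by 1.05, with an unadjusted P value of 0.0269 in limma's test (exact permutation test, p = 0.0541). Tst, a further gene of Table 3, was also called by limma but not by the other test (exact permutation test, p = 0.0693). The other detected Tst probe, which is less bright, fell by 0.41 and was called by both (exact permutation test, p = 0.0346). A hand-written list of glutathione enzymes, which was drawn up with Table 3 known, had 43 detected genes with a mean difference of -0.12 (exact permutation test, p = 0.0152). It was called by camera with a preset correlation of 0.01 but not by fry or with an estimated correlation. Without the 11 members that are in Tables 2 and 3, the mean of the other 32 was -0.04 (exact permutation test, p = 0.195), and camera with the preset correlation gave an unadjusted P value of 0.0416. Of the 8 called members, leaving out genes of these tables removes 7, since those genes were chosen on these mice.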

Remarkably, a downregulation of inducible nitric oxide synthase was noted, which could suggest a reduced inflammation in nitrate treated animals. 

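The Nos2 probe, on chromosome 11 of mm9 from 78773567 to 78773626, had a log2 signal of 7.19 ± 0.13 (SD, n = 5) in nitrate treated mice and 7.51 ± 0.23 (SD, n = 6) in controls, a difference of -0.32 (exact permutation test, two-sided, p = 0.0195). The groups overlapped, and the adjusted P value over all detected transcripts was 0.263 in limma's test. With the mean of the adipocyte list, which is itself correlated with the treatment, as a covariate the difference was -0.02. The mean of 12 detected inflammation genes differed by -0.18 (exact permutation test, p = 0.290). From the lower Nos2 signal the paper proposes that inflammation could be reduced.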

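Superoxide dismutases differed in direction. Sod1, on chromosome 16 of mm9, had a log2 signal of 14.87 ± 0.12 (SD, n = 5) in nitrate treated mice and 15.12 ± 0.16 (SD, n = 6) in controls (exact permutation test, two-sided, p = 0.0173). Sod3, on chromosome 5, had 15.41 ± 0.09 (SD, n = 5) and 15.16 ± 0.17 (SD, n = 6) (exact permutation test, p = 0.0152). Sod2 changed by -0.13, within the spread between mice (exact permutation test, p = 0.504). The adjusted P values of Sod1 and Sod3 were 0.260 and 0.259 in limma's test over all detected transcripts. Neither was called with the mean of the adipocyte list, itself correlated with the treatment, as a covariate, where the differences were -0.06 and 0.15.

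**Figure D2:**
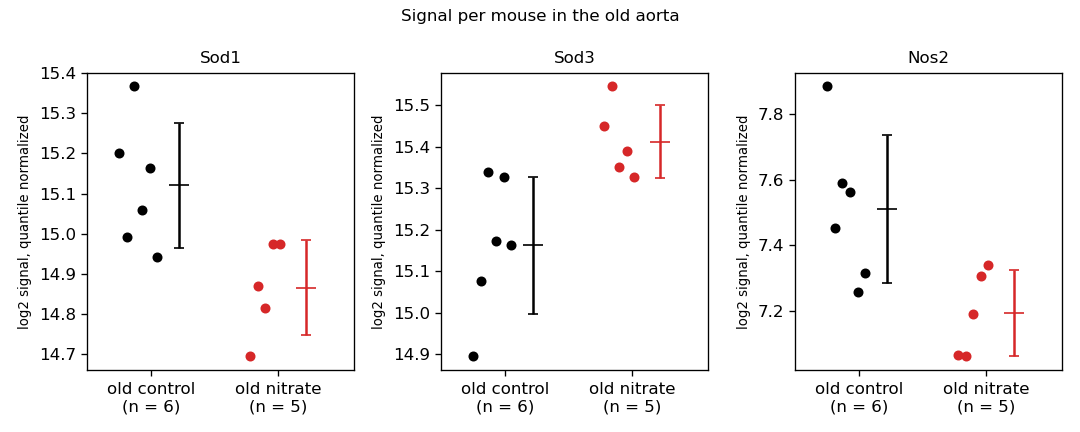
Quantile normalized log2 signal of Sod1, Sod3 and Nos2 in each mouse. Points are single mice, and the bars beside them give the mean and SD of 6 old controls and 5 old nitrate treated mice. The vertical axes do not start at 0 and differ between panels. Mean Sod1 was 15.12 in controls and 14.87 in nitrate treated mice, while mean Sod3 was 15.16 and 15.41.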

Of note, the diversity of transcriptional regulation is observed through the bilateral regulation of superoxide dismutases (Table 3).

### 3.5. Limitations

We used the whole thoracic aorta instead of a single cell type. Although a specific cell might provide fundamental information, cell-cell interactions are imperative for coordinated organ functions and we thus intended to examine the complete transcriptional vascular changes that occur following nitrate supplementation. As we used only male mice our results might not apply to female mice and this should be taken into account for further studies. Moreover, alternative splicing variants are inadequately reflected by our analysis. Verification of microarray data is needed in forthcoming studies to confirm the beneficial effects of dietary nitrate on vascular tissue. Important targets to confirm would be the family of superoxide dismutases (SOD 1 and 3) the nitric oxide synthase 2, the platelet-derived growth factor beta (PDGFR-beta), and the adrenergic receptor. Also, measurement of markers of oxidative stress or inflammation would be helpful to verify the presented findings. Finally, it has to be noted that gene expression data does not always correspond to protein expression and activity.

## 4. Conclusions

Aging is the most important nonmodifiable cardiovascular risk factor, which leads to disadvantageous changes of the vasculature. A dietary intervention with inorganic nitrate has been evidenced to improve vascular functions. We determined changes that occur at a gene expression level and transcriptional profile following a chronic nitrate supplementation in aged mice. Our results highlight differentially expressed genes overrepresented in GO categories, pathways related to the calcium-signaling, the detoxification and antioxidation system. Our results contribute to existing knowledge of nitrate's beneficial effects. This supports the concept of nutritional approaches to modulate age-related changes of vascular functions and its detrimental consequences.

## Figures and Tables

**Figure 1:**
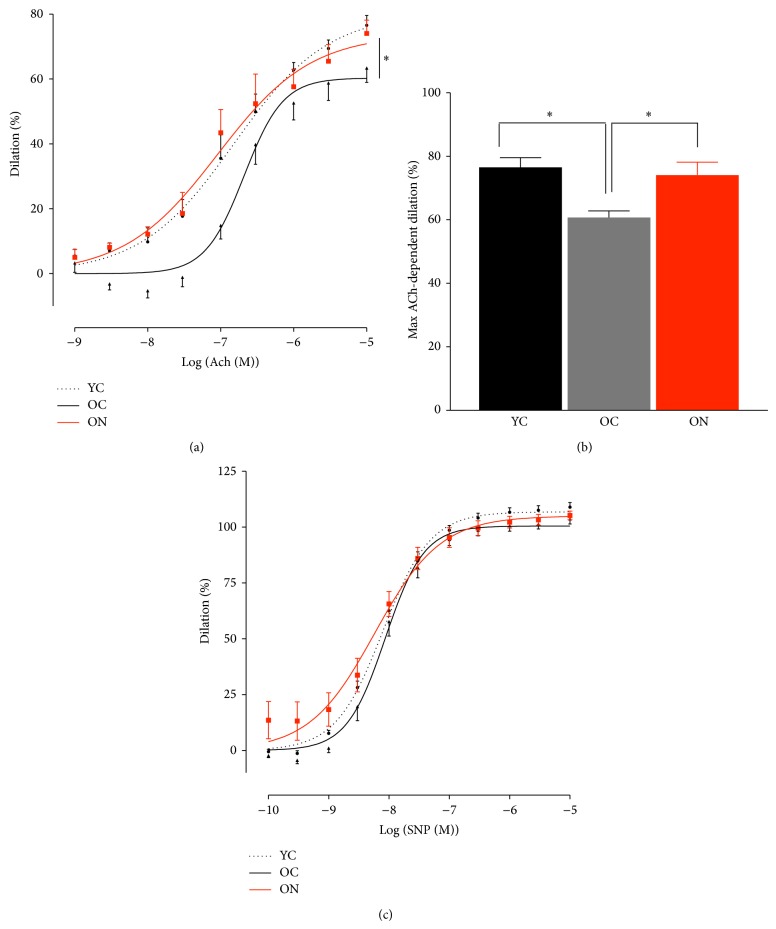
Age-related endothelial dysfunction is reversed by dietary nitrate supplementation. (a) and (b) endothelium dependent function determined by dose-responses and maximum vasodilation to the endothelium-dependent dilator acetylcholine (ACh) in young, old, and nitrite-supplemented old male mice (YC, OC and ON). (c) Dose-responses to the endothelium-independent vasodilator sodium nitroprusside (SNP). (Values are mean ± SEM, *n* = 6, ^*^ *P* < 0.05.)

**Figure 2:**
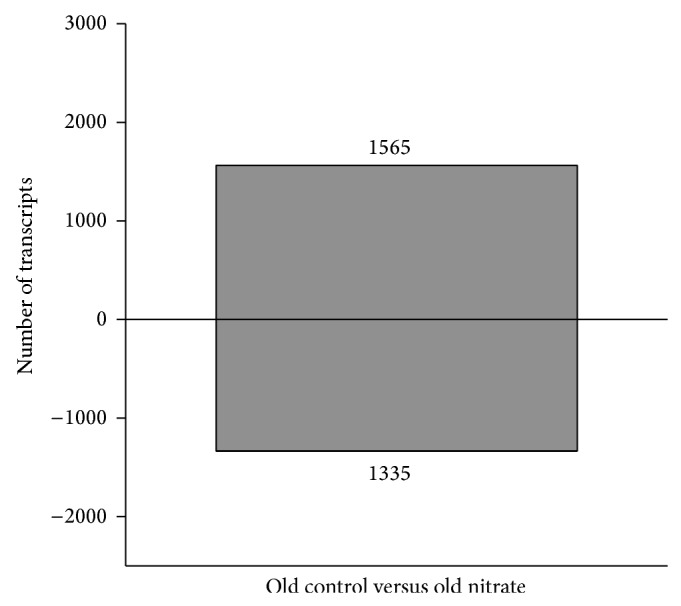
Differentially expressed transcripts in old male C57BL/6 aortas following nitrate treatment (*n* = 6; determined from total 26,774 transcripts; fold change > 1.2; *P* < 0.05). Old control versus old nitrate yielded 1565 upregulated and 1335 downregulated transcripts.

**Figure 3:**
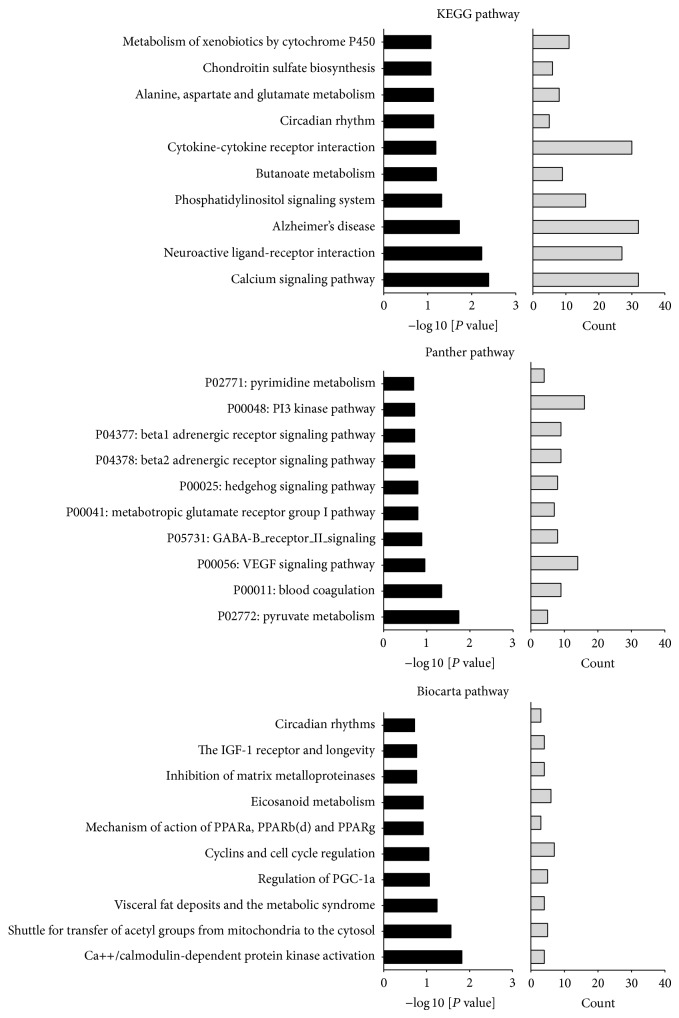
Enriched pathways in aortas of old nitrate treated male mice. Highest enriched KEGG, Panther, and Biocarta pathways are displayed of old aortic tissue following nitrate supplementation. Individual pathways and corresponding gene count are sorted by negative log [*P* value].

**Figure 4:**
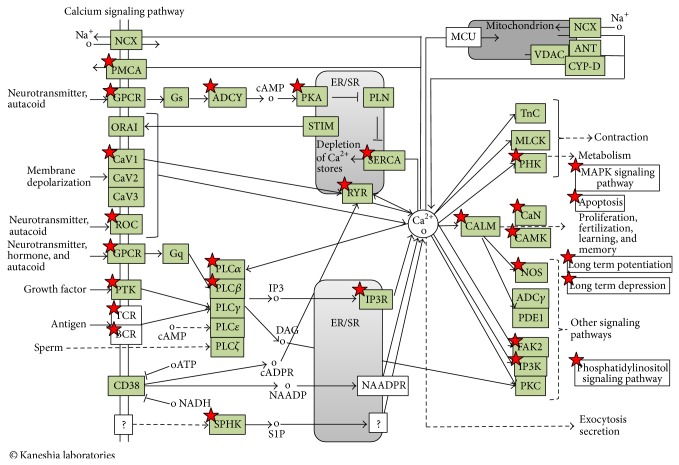
Calcium signaling pathway in old nitrate treated aorta. KEGG-pathway analysis determined by DAVID Bioinformatics resources showing differentially expressed genes highlighted with red stars (for up-/downregulation refer to Table 2).

**Table 1:** Dietary nitrate induced enriched gene ontology terms in old mice. Enriched gene ontology (GO) terms according to biological processes, molecular functions and cellular components. GO terms are ordered by Fisher exact test (i.e., ease score) with highest enriched term at the top of the list. FDR, false discovery rate.

Term	Count	%	*P* value	FDR
Biological process				
Brown fat cell differentiation	15	0.7	1.3*E* − 5	2.4*E* − 2
Rhythmic process	19	0.9	1.4*E* − 3	2.4*E*0
Extracellular structure organization	30	1.5	2.1*E* − 3	3.7*E*0
Negative regulation of lipid metabolic process	6	0.3	2.3*E* − 3	4.1*E*0
Signal transduction	209	10.2	4.0*E* − 3	7.0*E*0
Response to hormone stimulus	29	1.4	4.2*E* − 3	7.3*E*0
Fat cell differentiation	17	0.8	6.1*E* − 3	1.1*E*1
Regulation of cell proliferation	77	3.7	6.9*E* − 3	1.2*E*1
Negative regulation of multicellular organismal process	19	0.9	9.7*E* − 3	1.6*E*1
System development	226	11.0	1.3*E* − 2	2.1*E*1
Response to endogenous stimulus	29	1.4	1.3*E* − 2	2.1*E*1
Extracellular matrix organization	20	1.0	1.4*E* − 2	2.3*E*1
Response to hypoxia	15	0.7	1.7*E* − 2	2.7*E*1

Cellular compartment				
Membrane	703	34.2	6.1*E* − 6	8.8*E* − 3
Integral to membrane	492	24.0	9.8*E* − 6	1.4*E* − 2
Extracellular region part	98	4.8	1.0*E* − 5	1.5*E* − 2
Extracellular region	169	8.2	1.8*E* − 5	2.6*E* − 2
Membrane part	634	30.9	1.9*E* − 5	2.8*E* − 2
Intrinsic to membrane	507	24.7	3.6*E* − 5	5.2*E* − 2
Extracellular matrix	50	2.4	9.3*E* − 5	1.3*E* − 1
Proteinaceous extracellular matrix	48	2.3	1.0*E* − 4	1.5*E* − 1
Extracellular matrix part	22	1.1	3.9*E* − 4	5.6*E* − 1
Basement membrane	18	0.9	1.4*E* − 3	2.0*E*0
Mitochondrial inner membrane	56	2.7	2.0*E* − 3	2.8*E*0
Plasma membrane	291	14.2	4.8*E* − 3	6.6*E*0
Mitochondrion	190	9.3	6.1*E* − 3	8.4*E*0

Molecular function				
Antigen binding	14	0.7	7.1*E* − 5	1.1*E* − 1
Transmembrane receptor activity	88	4.3	1.6*E* − 3	2.6*E*0
Molecular transducer activity	172	8.4	6.1*E* − 3	9.3*E*0
Signal transducer activity	172	8.4	6.1*E* − 3	9.3*E*0
Protein tyrosine kinase activity	28	1.4	9.9*E* − 3	1.5*E*1
cAMP-dependent protein kinase regulator activity	5	0.2	1.0*E* − 2	1.5*E*1
Receptor activity	142	6.9	1.1*E* − 2	1.6*E*1
Oxidoreductase activity, acting on the aldehyde or oxo group of donors, NAD or NADP as acceptor	9	0.4	1.5*E* − 2	2.2*E*1
Kinase regulator activity	16	0.8	1.9*E* − 2	2.7*E*1
Cation transmembrane transporter activity	57	2.8	2.0*E* − 2	2.8*E*1
Copper ion binding	13	0.6	2.1*E* − 2	2.9*E*1
Oxidoreductase activity	10	0.5	2.6*E* − 2	3.4*E*1
Potassium ion binding	16	0.8	2.9*E* − 2	3.8*E*1

**Table 2:** Differentially expressed genes related to calcium pathway in old versus old nitrate treated mice.

Gene symbol	Description	Regulation	Fold change	*P* value
Atp2a1	ATPase, Ca++ transporting, cardiac muscle, fast twitch 1	Up	1.2	0.010
Atp2b2	ATPase, Ca++ transporting, plasma membrane 2	Up	1.3	0.018
Ptk2b	PTK2 protein tyrosine kinase 2 beta	Down	1.2	0.008
Adcy7	Adenylate cyclase 7	Up	1.4	0.001
Adra1a	Adrenergic receptor, alpha 1a	Down	1.5	0.002
Adrb3	Adrenergic receptor, beta 3	Down	1.9	0.004
Cacna1d	Calcium channel, voltage-dependent, L type, alpha 1D subunit	Up	1.4	0.013
Ppapdc2	Calcium channel, voltage-dependent, L type, alpha 1S subunit	Down	1.3	0.010
Camk4	Calcium/calmodulin-dependent protein kinase IV	Up	1.4	0.009
F2r	Coagulation factor II (thrombin) receptor	Up	1.3	0.001
Ednrb	Endothelin receptor type B	Down	1.2	0.045
Gna14	Guanine nucleotide binding protein, alpha 14	Up	1.6	0.031
Itpr2	Inositol 1,4,5-triphosphate receptor 2	Down	1.3	0.001
Itpr3	Inositol 1,4,5-triphosphate receptor 3	Up	1.2	0.024
Itpka	Inositol 1,4,5-trisphosphate 3-kinase A	Down	1.4	0.017
Nos2	Nitric oxide synthase 2, inducible	Down	1.2	0.019
Oxtr	Oxytocin receptor	Down	1.4	0.042
Plcb4	Phospholipase C, beta 4	Up	1.4	0.005
Plcd1	Phospholipase C, delta 1	Up	1.2	0.001
Phka2	Phosphorylase kinase alpha 2	Down	1.2	0.037
Pdgfrb	Platelet derived growth factor receptor, beta polypeptide	Up	1.2	0.007
Calm2	Calmodulin 2	Up	1.2	0.020
Ptger1	Prostaglandin E receptor 1 (subtype EP1)	Up	1.2	0.023
Ptger3	Prostaglandin E receptor 3 (subtype EP3)	Down	1.9	0.020
Prkx	Protein kinase, X-linked	Down	1.2	0.031
Ppp3cc	Protein phosphatase 3, catalytic subunit, gamma isoform	Down	1.3	0.025
P2rx3	Purinergic receptor P2X, ligand-gated ion channel, 3	Up	1.3	0.035
Ryr2	Ryanodine receptor 2, cardiac	Up	1.4	0.007
Camk2g	Similar to Calcium/calmodulin-dependent protein kinase type II gamma chain	Up	1.3	0.010
Sphk2	Sphingosine kinase 2	Down	1.2	0.021

**Table 3:** Enriched genes associated with the biological process of detoxification, antioxidation, and free radical removal, according to Panther Gene Ontology in old versus old nitrate treated mice.

Gene symbol	Description	Regulation	Fold change	*P* value
pAbcc1	ATP-binding cassette, subfamily C (CFTR/MRP), member 1	Up	1.2	0.007
Asna1	arsA arsenite transporter, ATP-binding	Down	1.2	0.025
Ces1d	Carboxyl esterase 3	Down	1.4	0.002
Ces1f	Expressed sequence AU018778	Down	1.6	0.010
Ephx1	Epoxide hydrolase 1, microsomal	Up	1.3	0.015
Gpx3	Glutathione peroxidase 3	Down	1.5	0.001
Gpx4	Heterogeneous nuclear ribonucleoprotein L-like; glutathione peroxidase 4	Down	1.4	0.003
Gsta3	Glutathione S-transferase, alpha 3	Down	2.1	0.039
Gsta4	Glutathione S-transferase, alpha 4	Down	1.5	0.010
Gstm4	Glutathione S-transferase, mu 4	Down	1.3	0.009
Gstt3	Glutathione S-transferase, theta 3	Up	1.2	0.020
Gstz1	Glutathione transferase zeta 1	Down	1.3	0.034
Haghl	Hydroxyacyl glutathione hydrolase-like	Up	1.2	0.006
Mgst1	Microsomal glutathione S-transferase 1	Down	1.3	0.044
Mgst2	Microsomal glutathione S-transferase 2	Down	1.7	0.015
Mgst3	Microsomal glutathione S-transferase 3	Down	1.2	0.044
Mpv17l	Mpv17 transgene, kidney disease mutant-like	Up	1.3	0.001
Nos2	Nitric oxide synthase 2, inducible	Down	1.2	0.019
Pnkd	Paroxysmal nonkinesiogenic dyskinesia	Down	1.4	0.030
Pon3	Paraoxonase 3	Down	1.2	0.002
Prdx4	Peroxiredoxin 4	Up	1.2	0.001
Prdx5	Peroxiredoxin 5	Down	1.2	0.011
Pxmp2	Peroxisomal membrane protein 2	Down	1.2	0.011
Sod1	Superoxide dismutase 1, soluble	Down	1.2	0.015
Sod3	Superoxide dismutase 3, extracellular	Up	1.2	0.015
Tst	Thiosulfate sulfotransferase, mitochondrial	Down	1.3	0.037
Txndc16	Thioredoxin domain containing 16	Up	1.2	0.009
Txnl4a	Thioredoxin-like 4A	Down	1.2	0.002

How the deposited data were processed for this re-analysis (not part of the article)

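RNA of the aorta of 20-month-old mice was measured on one-color arrays, 5 from mice given sodium nitrate for 8 weeks and 6 from controls. The labels of the controls refer to earlier samples and name no sodium chloride, and whether both groups were kept at the same time was not tested. The authors deposited, for each array, spot intensities and quality flags written by Feature Extraction 10.7.1.1, and a table of processed log2 values. The deposited intensities are background-subtracted and not normalized between arrays. The deposited log2 table holds quantile normalized values centred on the median of the 11 arrays, which was checked against the intensities of each array. Every column of that table was matched to a sample.

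For the main values, the processed signal was raised to at least 1 and put on the log2 scale, control spots and outlier-flagged spots were left out, spots of 1 probe were averaged, and quantile normalization was applied over the 11 arrays. Probes found and well above background on at least 5 arrays of either group entered the tests. Calculations used R 4.3.3 and limma 3.58.1. The groups were compared with lmFit and eBayes over all 11 arrays, at an unadjusted P value under 0.05 and a fold change above 1.2 as in the paper, and with Benjamini-Hochberg adjustment. Values of probes outside the detection rule come from a fit over all probes. Differences in single genes and list means also have two-sided exact permutation tests over all 462 divisions of the mice, where the smallest P value is 0.00216.

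Each gene was represented by its detected probe with the highest mean signal. Gene names are those of the files. Ces1d and Ces1f were matched through older names in a RefSeq table of assembly GRCm38, and a second Ppp3cc probe through its description in the files. Positions are those of the probes in mm9, the build named in the files.

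The genes named were fixed beforehand as the genes of Tables 2 and 3 and of the text, members of the lists reported, and the 5 largest rises and 5 largest falls among detected transcripts with a gene symbol, an unadjusted P value under 0.05 and no overlap between the groups. Tmem106c, Mapt and Enpp1 fall outside this rule and were named after their values were seen. The 14 gene lists were written by hand before the data were examined but after the paper had been read, so the calcium and glutathione lists hold genes of Tables 2 and 3. List tests used camera with a preset correlation of 0.01, fry, camera with an estimated correlation, and Fisher's exact test. In list tests a flagged spot kept its measured value. 3 further lists (cardiac muscle, lipogenic enzymes, and adipocyte genes without lipogenic enzymes) and a clock score were chosen after the values had been seen.

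The test was tried on simulated data with 200 changed probes among 23632 for this comparison. It recovered 98% of changes of 1 log2 unit and 90% of changes of 0.5, and gave a P value under 0.05 to 4.79% of unchanged probes. Simulated values varied independently from probe to probe, so variation shared between probes was not covered.

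The files name some probes by a genomic interval or transcript identifier, and these names were kept in counts of names and in the background of list tests. Alternatives covered the normalization, background correction, an offset of 16, the deposited log2 table, detection rules, flagged spots, the prior variance, slide, slide column and replicate number as blocks, the adipocyte list mean as a covariate, the choice of probe, the set test, and each array left out in turn. Where arrays were left out, normalization and detected probes were kept. Alternatives for a detection rule without the spot-found flag and for the clock score as a covariate, and for list tests with gene symbols alone as the background, were chosen after seeing the data. Of these, the rule without the spot-found flag was picked after 48 rules were set beside the paper's number of expressed transcripts. It also had a limit of 4 of the 5 nitrate arrays. The rule of the main values was kept. Ontology and pathway enrichment was not repeated, and vasoreactivity was not analysed here.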

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

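The tests on heart muscle and on the hour of dissection as a source of all changed transcripts were chosen after the results were seen, and those on slide and on the clock arms before.

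In 15 groups a single mouse lay far from the others of its group, among 82 groups of nitrate treated mice and 82 of controls, where chance gives about 4.1 in each and 5 and 10 were found. For each, the ratio is the gap between that mouse and its nearest neighbor over the range of the group. Control 1 accounts for 7 of them. It was low in Plcb4 (0.696), Pdgfrb (0.689) and Gstt3 (0.633) and high in Prdx5 (0.643), Tbc1d4 (0.777), the brown adipocyte list (0.701) and the oxidative phosphorylation list (0.720). Control 5 was high in Mpv17l (0.691), Txnl4a (0.742) and detected probes (0.696), with 28655 of them. Among nitrate treated mice, mouse 2 was high in Pdgfrb (0.714), mouse 5 low in Ptger1 (0.758), mouse 1 low in Pon3 (0.744), and mouse 4 high in Per2 (0.771) and the endothelial list (0.753).

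Control 1 also lay farthest from the other arrays on the first principal component, at -49.6, where the next control was at -16.2. Heart muscle left on that aorta was tested as an explanation. Its mean over 10 detected heart muscle genes, relative to all mice, was 3.37, but nitrate treated mouse 4 had 3.88 and lay at 3.17 on the same component, which argues against heart muscle as the whole cause. Its adipocyte mean was the highest, at 0.67, and more residual fat stays open. Between the groups the mean of the heart muscle genes differed by 0.86 (exact permutation test, p = 0.472). A biological difference between mice was not tested, nor was an explanation for the other single mice. Without control 1 there were 1596 differentially expressed transcripts in place of 2128. Without nitrate treated mouse 2 there were 1619, so a drop of this size is not particular to control 1.

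Among detected transcripts with a P value under 0.05 and no overlap between the groups, the 5 largest rises that the paper does not discuss were Mthfd1l (1.31 on the log2 scale), Dbp (1.22), Per2 (0.95), Rasd2 (0.86) and Grem1 (0.85), each higher in all 5 nitrate treated mice than in all 6 controls. None passed Benjamini-Hochberg adjustment in limma's test, with adjusted P values from 0.0998 to 0.138. Mthfd1l was well above background in 5 of 6 controls. A difference between slides is argued against as the whole source of the changed transcripts, since with slide as a block 2462 were called. The column on the slide cannot be told apart from the treatment, and with it as a random block 1371 were called. A difference in when the control and nitrate treated mice were kept was not tested.

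Dbp and Per2 are clock genes. The detected genes of the positive arm (Arntl and Npas2) fell together, with a mean of -1.10 (exact permutation test, p = 0.0476), and the mean of 6 detected genes of the negative arm and output rose by 0.72 (exact permutation test, p = 0.0108). Of these 6, Per1, Per2, Per3, Dbp and Tef were higher, while Nr1d1 did not rise (-0.0735). Opposite movement of the means of the arms is what a different hour of dissection may give, and a shift of the clock by nitrate would give the same, so that stays open. The hour of dissection was not used here. As the source of all changed transcripts a different hour cannot be told apart from others, since 42 of 100 random covariates, as correlated with the groups as the clock score, left as few or fewer differentially expressed transcripts.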

How the results depend on the processing

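The detection rule without the spot-found flag, with its limit of 4 of 5 nitrate arrays, was chosen after seeing the data. So were the test with the clock score and gene symbols alone as the background of list tests. That background changed no call of a list by camera. The number of detected transcripts with single arrays left out was not run. For each change below the cause was not tested, except that no detection filter and no fold change threshold admit more probes by construction. Normexp also added an offset of 50, which shrinks fold changes of dim probes, and its part was not tested apart from the background correction.

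Against 2128 differentially expressed transcripts (982 higher, 1146 lower, 1926 distinct names), normexp background correction gave 1216 (436 higher, 1093 names), no detection filter 3225 (1715 higher, 2959 names, 55681 probes tested), the slide column as a random block 1371 (695 lower, 1266 names) and no fold change threshold 3396 (1823 higher, 3082 names). The share of higher transcripts was 46.1%, and 35.9% with normexp. With the adipocyte list mean as a covariate 684 were lower (57.2% of the calls higher), and with the clock score 634 (57.9%). Of the calls with these covariates, 559 and 707 were among the 2128, and with the slide column 1359 were. The other alternatives stayed within 1.5 times. Without single arrays the number lay between 1596 and 2423, the lowest without control 1.

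Transcripts past Benjamini-Hochberg adjustment in limma's test numbered 3, and 0 with 75th percentile scaling, the 4 of 5 nitrate array rule, the slide column, the replicate block, the adipocyte covariate, probes well above background alone and the clock score. They numbered 5 with normexp, 1 with the offset, 1 with no detection filter, 8 with a trended prior and 6 with slide as a block, and between 0 and 8 without single arrays. Replicate numbers did not pair the mice (correlations of deviations from -0.137 to 0.180). The replicate block, which left out control 6, gave 2433 differentially expressed transcripts. Leaving out control 6 alone gave 2423, so the replicate block and the fit without control 6 are not separate alternatives.

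Called genes of Table 2 fell from 27 to 11 with the adipocyte covariate and 9 with the clock score, and of Table 3 from 25 to 2 and 7. These covariates have correlations of -0.69 and 0.72 with the treatment, which removes calls by itself. With the clock score, 10 of 28 detected falling genes called in both tables remained. Random covariates as correlated with the groups left a median of 12, and 47 of 100 left as few or fewer. Of 20 detected rising genes, 6 remained, against a median of 10.5, and 12 of 100 left as few or fewer. Calls of lists are at an unadjusted P value under 0.05 unless stated. Of the 9 lists other than the calcium, glutathione, adipocyte, brown adipocyte and clock lists, camera called 3 after adjustment (extracellular matrix, oxidative phosphorylation and smooth muscle). After adjustment 1 was called with the adipocyte covariate, which was the macrophage list in place of these, 1 with the clock score (oxidative phosphorylation), 0 by fry and 0 with an estimated correlation. The glutathione mean (-0.12) was not called by fry or with an estimated correlation at -0.12, or with the adipocyte covariate at -0.0229. The brown adipocyte mean (-0.15) was not called by fry or with an estimated correlation at -0.15, or with the clock score at -0.0403, and lay between -0.259 and -0.0210 without single arrays. Its unadjusted P value in camera was 0.0223, and 0.390 without control 1, 0.102 without nitrate treated mouse 1, 0.271 without mouse 2 and 0.0513 without mouse 3. After adjustment over the lists it was 0.0445, and above 0.05 also with slide as a block (0.0629), with the slide column (0.0923), with the mean of probes (0.0508) and without control 4 (0.0632). The clock list (0.27) was not called with an estimated correlation at 0.27 or with the clock score at 0.0677. After adjustment the clock list was also above 0.05 with the adipocyte covariate (0.0981), with the mean of probes (0.0508) and by fry (0.0948), the adipocyte list by fry (0.0948) and with an estimated correlation (0.396), and the glutathione list with the clock score (0.0736).

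List means changed sign with the adipocyte covariate for oxidative phosphorylation (0.0670, with an unadjusted P value of 0.0197 and 0.0981 after adjustment), smooth muscle (-0.000983) and endothelial genes (0.0133), with the clock score for macrophage (-0.00245) and inflammation genes (0.0762), and with normexp for Schwann cell genes (-0.00329), which lay between -0.0149 and 0.0367 without single arrays.

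Among single genes, the log2 fold change of Cacna1d (-0.21) was 0.45 with no detection filter, the 4 of 5 nitrate array rule and probes well above background alone, and between -0.41 and 0.15 without single arrays. The log2 fold change of Ppp3cc (0.02) was -0.00791 with slide as a block, -0.0259 with the replicate block, -0.20 with the mean of probes, and between -0.0428 and 0.0634 without single arrays. With the adipocyte covariate, the log2 fold change of Gstm4 was -0.12, the log2 fold change of Gstz1 0.0568, the log2 fold change of Mgst1 0.0687, the log2 fold change of Pnkd 0.0871 and the log2 fold change of Tst 0.0687. The log2 fold change of Txnl4a was -0.10 with the mean of probes and between -0.00452 and 0.0526 without single arrays, where that of Gstm4 lay between -0.0330 and 0.0605. Of 67 named genes, 61 had an unadjusted P value under 0.05 in limma's test. With the adipocyte covariate 41 of the 61 lost that call or changed direction, and with the clock score 39, against at most 10 under any other alternative. The other alternatives hold no covariate so correlated with the treatment, so they are no measure of how large such a loss should be. Signal near the background limits Gna14, which was well above background in 4 of 5 nitrate treated mice and 2 of 6 controls.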

Differences from the paper's values

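The paper reports 1565 upregulated transcripts, where 982 were found. Among the alternatives set before the data were examined, the number came within 1.5 times of the paper's with no fold change threshold (1823), with no detection filter (1715), with detection on 5 of 6 control or 4 of 5 nitrate arrays (1076), with slide as a block (1188), with the replicate block (1102), and without control 3 (1125), 5 (1073) or 6 (1065) or nitrate treated mouse 4 (1118). With the other alternatives set beforehand it stayed outside that range. With probes well above background alone it was 1187, with 26600 detected transcripts. This rule also had the lower limit of 4 of 5 nitrate arrays, since a limit of 5 gave 26161 and 4 gave 26602. It was chosen after seeing the values, from 48 detection rules set beside the paper's number of expressed transcripts. The paper reports 2231 differentially expressed genes, where 1926 distinct names were counted. Only 1284 of these are gene symbols in the RefSeq table, which is fewer than the paper's number by more than 1.5 times, and the names that the paper counted as genes were not compared.

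For Cacna1d, the paper's fold change is 1.4 upward with a P value of 0.013, where the brightest detected probe gave 0.865 in the paper's direction with an unadjusted limma value of 0.627. With no detection filter, or with the 4 of 5 nitrate array rule, another probe was used and gave 1.37, as it did with the rule chosen after seeing the values. Without control 5 the fold change of Cacna1d was 1.11. For Ppp3cc the paper's fold change is 1.3 downward and its P value 0.025, where the brightest probe gave 0.987 and 0.852. Its direction matched with slide as a block, the replicate block, the mean of all detected probes, and without control 4 or 6 or nitrate treated mouse 4 or 5, and its P value fell below 0.05 only with the adipocyte covariate, in the other direction from the paper. For Gstm4 the paper gives 1.3 and 0.009, where 0.991 and 0.884 were found, and the direction matched with the adipocyte covariate and without control 1 or 4 or nitrate treated mouse 1 or 2. For Txnl4a the paper gives 1.2 and 0.002, where 0.985 and 0.745 were found, and the direction matched with the mean of all detected probes and without nitrate treated mouse 4 or 5. The P values of Gstm4 and Txnl4a came below 0.05 under no alternative with these probes.

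P2rx3 and Pnkd went in the paper's direction but were not called. The paper's P value for P2rx3 is 0.035, where 0.494 was found, and under no alternative was it called with that probe. The paper's P value for Pnkd is 0.030, where 0.234 was found, and it was called with the mean of all detected probes. With any probe of a gene allowed, all 30 genes of Table 2 and all 28 of Table 3 were called in the direction of the paper. For Cacna1d and Gstm4 the called probes were outside the detection rule. They had fold changes of 1.37 and 1.26, with unadjusted limma P values of 0.0129 and 0.00886, close to the paper's. The differences for Cacna1d and Gstm4 therefore rest on which probe stands for the gene.

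The paper states that most genes of Table 3 relate to glutathione metabolism, where by description 11 of 28 do. The paper gives Ppapdc2 as an L-type calcium channel subunit, where the files give that subunit separate probes, named Cacna1s. The paper's fold change of 1.3 and P value of 0.010 lie nearer to the Ppapdc2 probe (1.27, unadjusted limma P value 0.00773). The detected Cacna1s probe gave 1.49 and 0.0299. Ppapdc2 is counted here among the called genes of Table 2.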

Other observations

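The tests on splits for counts other than differentially expressed transcripts, on random covariates, on lipogenic enzymes and on B cells were chosen after the results were seen.

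The 11 arrays were divided at random into groups of 5 and 6. In 4 of 100 divisions, the real one included, at least 2128 transcripts were called, with a median of 566 and at most 2540 in the others. The same number, 4, was found for the rises, the falls and the distinct names, and 1 for transcripts past Benjamini-Hochberg adjustment. Only 100 of the 462 possible divisions were drawn. For the first 4 counts the share among them is so close to 0.05 that another draw could pass it, so chance is not firmly excluded. For the 3 transcripts past adjustment no other division drawn gave as many, but that count was 0 under 7 alternatives and in 7 of the 11 fits that left out 1 mouse. For the number of gene lists past adjustment under camera chance is not excluded, since 14 of 100 divisions gave at least 7 lists.

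Adipocyte genes fell in nitrate treated mice. Less residual fat on these aortas is a candidate explanation, and brown fat genes were bright in both groups, with a mean Ucp1 signal of 15.29 in nitrate treated mice and 15.06 in controls. With the adipocyte mean as a covariate, 5 of the 28 detected falling genes called in Tables 2 and 3 remained called, against a median of 14 with random covariates as correlated with the groups, of which 5 of 100 left as few. Of 20 detected rising genes, 6 remained, against a median of 13, and 5 of 100 random covariates left as few. The loss is therefore not limited to genes that fell, which by itself does not argue against less fat. Gna14, Ptger1 and Asna1, which have no detected probe, are not in these counts. For all transcripts 1598 were called, and 39 of 100 random covariates left as few or fewer. The brown adipocyte list, which less fat should also lower, did not differ beyond the spread between mice. These values do not decide the question, and the covariate has a correlation of -0.69 with the treatment, so an effect of nitrate on adipocytes stays open. Lower lipogenic enzymes alone are argued against, since the mean of 20 other adipocyte genes fell too (-0.39, exact permutation test, p = 0.0108), though Plin4 among them did not (0.0905), while 15 lipogenic enzymes had a mean of -0.52 (p = 0.0844 in the exact permutation test).

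Skeletal muscle on some aortas could not be decided (14 detected genes, mean 0.14, exact permutation test, p = 0.0866). Acta1 rose by 0.33 and Ckm by 0.34, both within the spread between mice, and Mylpf was not detected. Tcap, the only called gene of this list, rose by 0.86, with an adjusted P value of 0.152 in limma's test over all detected transcripts. Blood or lymphoid tissue on the control aortas may lower B cell genes, but only 6 were detected, with a mean of -0.37 (exact permutation test, p = 0.0584). Cd79b fell by 0.81 and Igj by 1.26, while Cd22 and Blnk stayed within their error.

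For the other lists the mean differences were -0.22 for 70 oxidative phosphorylation genes (exact permutation test, p = 0.106), 0.17 for 15 smooth muscle genes (p = 0.0152 in that test), -0.07 for 16 endothelial genes, 0.10 for 16 macrophage genes and 0.01 for 10 Schwann cell genes. The largest falls with no overlap between the groups were in Recql4 (-1.62), Lctl (-1.24), Klb (-0.97), Tbc1d4 (-0.91) and Retn (-0.90).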
